A study of Mus musculus with 18 samples.

How the data were processed

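Chromatin from spermatocytes of 14-day-old mice was used for ChIP-seq with antibodies against DMC1, H3K4me3 and H3K36me3. Per the labels' protocols, chromatin for the histone marks came from formaldehyde-fixed nuclei digested with micrococcal nuclease, and chromatin for DMC1 was sheared by sonication. The DMC1 libraries were made by end repair, addition of A overhangs, denaturation and adapter ligation. The aligner, genome build, duplicate handling, peak caller and the rule for merging replicates are not stated in the labels or headers.

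The authors deposited a pair of tables in RPM (read number scaled to the size of the library, per the file headers), a DMC1 table and an H3K4me3 table, each listing sites shared between genotypes with a single value per group. The denominator of the RPM values is not stated. Samples were put into groups from their titles. Since a column names a group and no replicate, each of the 6 columns used was treated as the authors' value for that group, with no standard deviation and no n. These were DMC1 in B6, Ewsr1 CKO and Prdm9 het and H3K4me3 in Ewsr1 CKO from the DMC1 table, and H3K4me3 and H3K36me3 in Ewsr1 CKO from the H3K4me3 table. Another 4 columns of the tables named a group and mark that no sample of this series matched and were not used, so no H3K4me3 change against B6, and no relation of such a change to DMC1, was computed. The Prdm9 Set-KO samples and the inputs were not analysed here. The H3K4me3 table had 5787 lines, of which 220 repeated an interval already listed. Repeated intervals were averaged, leaving 5567 sites.

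The values of the B6 and Ewsr1 CKO DMC1 columns were tested for a common step. All were whole multiples of 0.129 RPM in B6 and 0.246 RPM in Ewsr1 CKO. If 1 step is 1 read, 86.8% of the reads in each denominator lay in the listed sites, and the lowest site held 38 and 4 reads. This reading is not stated by the authors, so it was used only to give the read sampling error of a log2 ratio, and no count model was fitted. The other columns lay on no such step and their depth is unknown. Intervals and sampling errors cover counting error only, since reads from amplified libraries are not independent molecules.

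The tests planned before the data were examined were a per-site model for single-sample columns or, for 1 value per group from the authors, a description without p-values. The columns gave 1 value per group, and whether it pools the replicates, averages them or comes from 1 of them is not stated, so the description was used. For each pair of DMC1 columns the log2 ratio was computed per site with a pseudocount of 1 RPM, which understates the change of low sites, and summarised by its median, quartiles and the share of sites below 0. The confidence interval of a median came from order statistics over sites at 95% and treats sites as independent. X and autosomal sites were compared by the difference of their median log2 ratios, with two-sided p-values from 100000 permutations of the chromosome class over sites. The 3 p-values were adjusted by Benjamini and Hochberg. Overlaps between the tables were counted with bedtools, with at least 1 bp shared. The other overlap rules and the randomly moved sites were counted in Python.

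Sites named in the text followed a rule set in advance. For each comparison, among sites whose mean over the compared columns was at or above the median of all sites, the 3 with the highest and the 3 with the lowest log2 ratio were taken, and in each table the 3 sites with the highest mean over the used columns. Sites outside this rule are said to have been chosen after their values were seen.

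Alternatives chosen before the data were examined were scaling each column to the B6 total or to the B6 median, a pseudocount of 0.1, no pseudocount, leaving out sites below the lower quartile of the mean, keeping sites with a mean at or above the median, autosomes only, the ratio of summed values, X sites away from the ends, and other overlap rules (at least 50% of the shorter site shared, or sites extended by 500 bp). One alternative was added after seeing the data: each X site against the 20 autosomal sites nearest in mean log2 value.

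The functions were tested on simulated data built on the 9132 real sites. A simulated X shift of −0.75 was recovered as −0.79, and where no shift was made −0.04 was found. A trend with strength alone, of a slope chosen for the simulation and not fitted to the data, gave an apparent X shift of −0.65 without matching. With matching on strength it was 0.01. The −0.65 is thus not an estimate of what strength contributes in the real sites. Of 188 simulated low sites placed in runs, 100% were recovered. Their simulated fall was set well beyond the cutoff for a low site, so recovery of sites near the cutoff was not tested. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and bedtools 2.31.1.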

Results

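The study measured chromatin marks and meiotic DNA breaks in spermatocytes of 14-day-old mice by ChIP-seq. DMC1 is a protein that coats the single-stranded DNA at meiotic double strand breaks, so DMC1 ChIP-seq marks the places where breaks formed and how much break-associated DNA was recovered there. PRDM9 is the methyltransferase that places H3K4me3 and H3K36me3 at recombination hotspots, and EWSR1 is an RNA-binding protein that was removed in germ cells with a Stra8-driven Cre recombinase (Ewsr1 CKO). The control strain was C57BL/6J (B6), and Prdm9 heterozygotes (Prdm9 het) carried a single intact copy of Prdm9. The series comprised 18 samples in 12 groups. Columns of 5 groups, which comprise 10 samples, were used: DMC1 in B6, Ewsr1 CKO and Prdm9 het, and H3K4me3 and H3K36me3 in Ewsr1 CKO, each a group of 2 samples. It is not stated whether a column combines both samples of its group or holds 1 of them. The remaining 8 samples, among them the inputs and the Prdm9 Set-KO animals, were not analysed here.

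The deposited values were in RPM (read number scaled to the size of the library) over lists of shared sites, with a single column per group. No replicate spread existed for any value, so no difference below was set against variation between animals, and the ratios describe the authors' columns. The DMC1 list held 9132 sites, of which 388 lay on the X chromosome and 8744 on autosomes, with a median width of 2529 bp (range 1008 to 4589 bp). The H3K4me3 list held 5567 distinct sites, 99 of them on the X. The genome build was not named in the headers or labels, so coordinates are given as the authors' files state them and gene annotation was not assigned.

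The median DMC1 value per site was 49.3 RPM in B6, 57.9 RPM in Ewsr1 CKO and 9.32 RPM in Prdm9 het. The B6 and Ewsr1 CKO columns were whole multiples of a single step for 100% of the sites. If 1 step stood for 1 read, they held 6747742 and 3534743 reads over the sites, with a median of 383 and 236 reads per site. The depth of the Prdm9 het, H3K4me3 and H3K36me3 columns is unknown. The summed values of B6 and Ewsr1 CKO were nearly equal, 867788.5 and 867820.0 RPM, a difference of 0.0036%. The total amount of DMC1 signal could therefore not be compared between these genotypes, and a fall at some sites went with a rise at others. The Prdm9 het column was not on such a step and summed to 153235 RPM, 5.66-fold less than B6, so its absolute level was not read as a difference in break number.

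The first comparison asked whether loss of EWSR1 changed DMC1 signal at the shared sites. The median log2 ratio of Ewsr1 CKO over B6, on the log2(RPM + 1) scale, was 0.14 (95% confidence interval of the median across sites 0.13 to 0.15), with an interquartile range of −0.13 to 0.45. DMC1 was lower in Ewsr1 CKO at 3319 sites (36.3%, Wilson 95% interval 35.4 to 37.3%) and higher at 5813 sites. The alternative that moved this result most set the columns to the same median, after which the median log2 ratio was −0.08 and 57.4% of the sites were lower. The direction of the typical site thus depended on the scaling. The ranking of sites was largely shared between the genotypes (Spearman's rho 0.944 across sites, which are not independent replicates). The spread of the ratios was nonetheless wider than read sampling alone would give: taking 1 step as 1 read, the median sampling standard error of a log2 ratio was 0.12, against an observed spread of 0.43 (interquartile range rescaled to a standard deviation). By that measure 56.9% of the sites differed from the median by more than the 95% sampling interval. This counts read sampling only and leaves out variation between animals and preparations.

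The ratio fell with site strength. When autosomal sites were ranked by their mean log2 value in B6 and Ewsr1 CKO, the weakest 10% had a median log2 ratio of 0.20, the next group 0.28, and the strongest 10% −0.04. The highest ratios among sites of at least median strength were on chromosome 9 at 93498895 to 93501768 (35.6 RPM in B6, 135 RPM in Ewsr1 CKO, log2 ratio 1.89), chromosome 4 at 71279834 to 71282100 (57.5 and 208 RPM, 1.84) and chromosome 15 at 24204024 to 24206836 (30.4 and 108 RPM, 1.79). The lowest was on chromosome 2 at 25629393 to 25632180, where DMC1 was 519 RPM in B6 and 75.9 RPM in Ewsr1 CKO, a log2 ratio of −2.76 with a sampling error of 0.085. The next lowest were on chromosome 10 at 130542171 to 130544985 (115 and 30.4 RPM, −1.89) and chromosome 19 at 61151791 to 61154940 (150 and 52.0 RPM, −1.51). Both of these lay within 10 Mb of the last listed site of their chromosome and had high H3K4me3 in Ewsr1 CKO (8.67 and 8.75 RPM), features that went with lower ratios more widely.

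**Figure D1:**
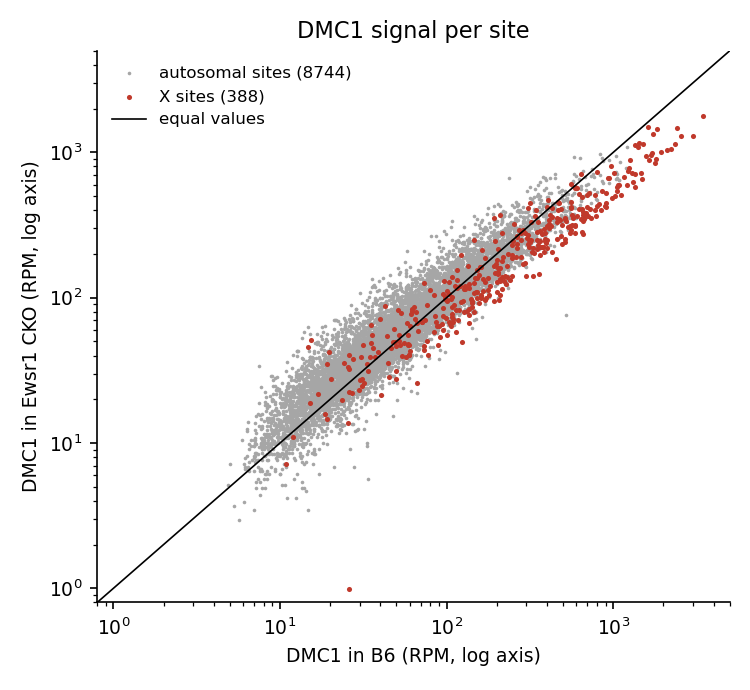
DMC1 signal per site in B6 (horizontal log axis, RPM) and in Ewsr1 CKO (vertical log axis, RPM). Each point is 1 site, with 8744 autosomal sites in grey and 388 X sites in red, and the line marks equal values; most X sites lie below the line, with a median log2 ratio of −0.44 against 0.16 on autosomes.

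The X chromosome is present in a single copy in males and was examined separately. In B6 the median DMC1 value was 209 RPM on the X and 47.3 RPM on autosomes. In Ewsr1 CKO the corresponding values were 162 and 56.0 RPM. X sites took 17.8% of the summed signal in B6 and 11.8% in Ewsr1 CKO. The median log2 ratio of Ewsr1 CKO over B6 was −0.44 on the X and 0.16 on autosomes, a difference of −0.60 (1.51-fold; two-sided permutation test over sites with 100000 resamples, p = 1e-05, the smallest these resamples can give, Benjamini-Hochberg adjusted p = 1.5e-05 over 3 comparisons). The X median was below that of 19 of 19 autosomes, whose medians ranged from 0.11 to 0.30. The permutations were across sites and not across animals, and neighbouring sites were correlated, so the p-value speaks only for the sites in these columns.

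Prdm9 het over B6 showed an X median of −3.03 and an autosomal median of −2.27, a difference of −0.77 (permutation p = 1e-05, again the smallest possible, adjusted p = 1.5e-05), with the X below 19 of 19 autosomes. Both differences rest on the same B6 column. Ewsr1 CKO compared directly with Prdm9 het differed by 0.12 between X and autosomes (permutation p = 0.00053, adjusted p = 0.00053), inside the range of the single autosomes, 2 of which had a higher median. With the columns scaled to equal totals this last difference was 0.03 (permutation p = 0.404). The share of signal on the X was 11.2% in Prdm9 het, close to that of Ewsr1 CKO.

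**Figure D2:**
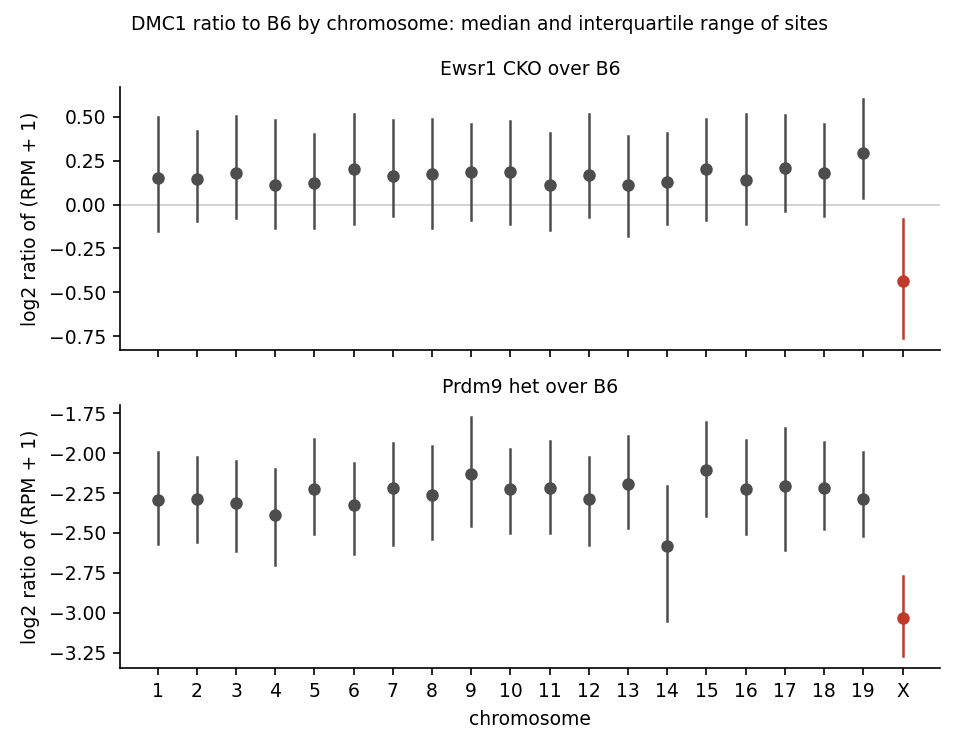
Log2 ratio of DMC1 (RPM + 1) by chromosome, for Ewsr1 CKO over B6 (top) and Prdm9 het over B6 (bottom). Points are medians and bars are interquartile ranges over the sites of a chromosome; the X (red) has the lowest median in both panels, −0.44 and −3.03, and both panels share the B6 column.

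The comparison of Prdm9 het with B6 concerned the dose of PRDM9. As deposited, DMC1 was lower in Prdm9 het at 9122 of 9132 sites (99.9%) with a median log2 ratio of −2.28 (95% confidence interval −2.30 to −2.27), which includes the lower sum of the Prdm9 het column, whose cause was not tested. With equal totals the median was 0.05 and 45.9% of the sites were lower. With equal medians it was −0.04 and 53.6% were lower. The ranking of sites was similar (Spearman's rho 0.910 across sites). Scaled to equal totals, the interquartile range was −0.30 to 0.39. Among sites of at least median strength, the 3 lowest ratios were at strong B6 sites with almost no signal in Prdm9 het. On chromosome 9 at 83859376 to 83862215 DMC1 was 766 RPM in B6, 674 RPM in Ewsr1 CKO and 0.454 RPM in Prdm9 het, a log2 ratio of −9.04 as deposited and −7.75 with equal totals. On chromosome 3 at 38903651 to 38906584 the B6 and Prdm9 het values were 640 and 0.638 RPM, and on chromosome 8 at 32248524 to 32251667 they were 800 and 1.25 RPM. At the opposite end, a site on chromosome 14 at 68389775 to 68391901 had 36.9 RPM in B6 and 73.6 RPM in Prdm9 het, a log2 ratio of 0.98 as deposited and 3.46 with equal totals. Sites on chromosome 15 at 6734738 to 6737336 (29.5 and 42.8 RPM) and chromosome 9 at 75885005 to 75887808 (31.9 and 40.7 RPM) followed. Low sites were unevenly placed: on chromosome 14 the median log2 ratio was −2.58, the lowest of the 19 autosomes.

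**Figure D3:**
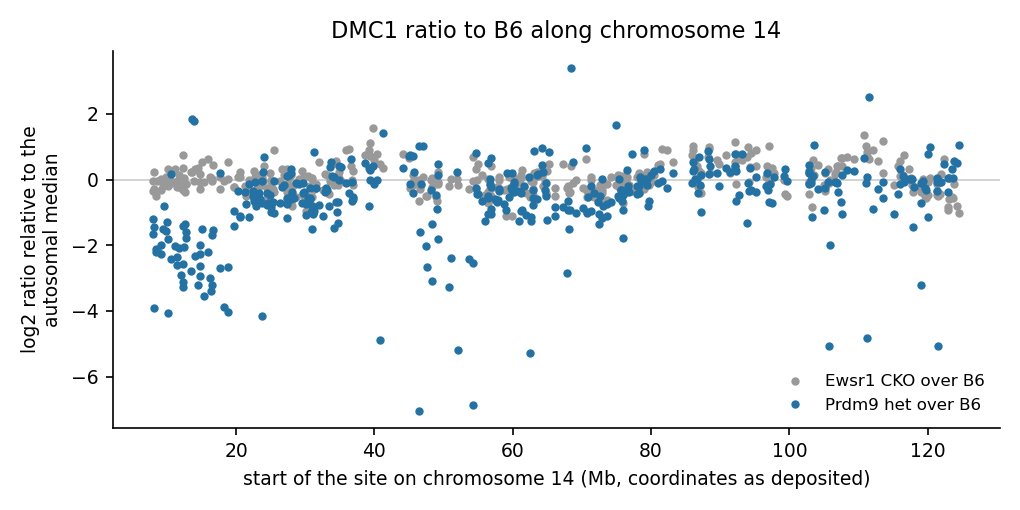
Log2 ratio of DMC1 along chromosome 14, for Prdm9 het over B6 (blue) and Ewsr1 CKO over B6 (grey), each relative to the autosomal median and computed with a pseudocount of 0.1 RPM. The horizontal axis is the start of each site in Mb as deposited, and each point is 1 of 415 sites; in the 5 Mb windows starting at 5, 10 and 15 Mb, 8 of 13, 21 of 26 and 12 of 15 Prdm9 het points lie below −1.5, while the Ewsr1 CKO medians are −0.13, −0.04 and 0.03.

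Ewsr1 CKO against Prdm9 het gave a median log2 ratio of 2.47 as deposited, with 0.12% of the sites lower. With equal totals the median was 0.13 and 40.9% of the sites were lower, and with equal medians the median was −0.002 and 50.2% were lower. Among sites of at least median strength, the 3 highest ratios included the sites on chromosomes 9 and 3 named above (log2 ratios 8.86 and 8.49 as deposited, 7.56 and 7.00 with equal totals). The other was at chromosome 3, 38955146 to 38957986 (427 RPM in Ewsr1 CKO, 0.566 RPM in Prdm9 het, 8.09 and 6.67). The 3 lowest were the chromosome 14 site at 68389775 (−0.43 as deposited, −2.91 with equal totals) and the sites on chromosomes 2 and 10 that were lowest in Ewsr1 CKO over B6 (−0.36 and −0.34 as deposited, −2.85 and −2.82 with equal totals).

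H3K4me3 was described in Ewsr1 CKO only, and no change against B6 was computed. At the DMC1 sites the median H3K4me3 value was 0.861 RPM, with 0.526 RPM on the X and 0.879 RPM on autosomes. Of the 9132 DMC1 sites, 4988 (54.6%, Wilson 95% interval 53.6 to 55.6%) overlapped a listed H3K4me3 site by at least 1 bp. Restricting the count to DMC1 sites with a mean at or above the median raised this share to 68.2%. When the H3K4me3 sites of each chromosome were moved together by a random distance 100 times, the median overlap was 83 DMC1 sites and the largest 99. Whether the H3K4me3 list had been limited to hotspots was not examined. If it had, an overlap above that of moved sites would follow from how the list was made. Counted from the other side, 4992 of 5567 H3K4me3 sites (89.7%) overlapped a DMC1 site. The share of DMC1 sites with an H3K4me3 site was 74.9% among those at or above the upper quartile of B6 signal and 33.9% among those below the lower quartile. It was 25.3% on the X (98 of 388, Wilson 21.2 to 29.8%) and 55.9% on autosomes. Neither this share nor the H3K4me3 values were corrected for the single copy of the X in males. The lower X figures therefore need not mean weaker marking of X sites. The median H3K4me3 value was 1.23 RPM at overlapping DMC1 sites and 0.540 RPM at the others.

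Across sites of the Ewsr1 CKO columns, DMC1 and H3K4me3 had a Spearman's rho of 0.395 over all DMC1 sites, 0.432 on autosomes and 0.588 on the X. The rho of Ewsr1 CKO H3K4me3 with DMC1 was 0.443 for B6 and 0.499 for Prdm9 het. Over the H3K4me3 sites, H3K4me3 and H3K36me3 in Ewsr1 CKO had a rho of 0.681, which was 0.399 after both values were divided by site length. The 3 H3K4me3 sites with the highest mean of both marks were on chromosome 8 at 46997869 to 47009815 (8.76 RPM H3K4me3, 11.7 RPM H3K36me3), chromosome 4 at 139204945 to 139210369 (9.90 and 9.15 RPM) and chromosome 6 at 140588852 to 140593128 (8.74 and 8.37 RPM). The 3 strongest DMC1 sites were on the X, at 52952774 to 52956055 (3455 RPM in B6, 1785 RPM in Ewsr1 CKO, 255 RPM in Prdm9 het), 139960422 to 139963559 (3013, 1293 and 285 RPM) and 42260392 to 42263572 (2401, 1474 and 247 RPM). These coefficients are across sites, which are not independent replicates, and no p-value was attached to them.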

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

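The difference between X and autosomal sites kept its direction for Ewsr1 CKO over B6 and for Prdm9 het over B6 under each alternative that was run, with values from −0.60 to −0.46 and from −0.78 to −0.67. In both, the value nearest 0 came from matching X sites to autosomal sites of like strength, which was chosen after seeing the data. The difference for Ewsr1 CKO over Prdm9 het (0.12) depended on the pseudocount, through which alone the scaling of a column can change it. It was 0.13 without the sites below the lower quartile of the mean (permutation p = 0.00015), 0.13 among sites with a mean at or above the median (p = 0.00122) and 0.12 with X sites away from the ends (p = 0.00053). In contrast, it was 0.029 with equal totals (permutation p = 0.404), 0.026 with equal medians (p = 0.445), 0.038 with a pseudocount of 0.1 (p = 0.282) and 0.026 with no pseudocount (p = 0.454). Matching on strength gave 0.18, inside the range of the autosomes taken singly (−0.16 to 0.30), although only 1 of 19 autosomes was higher. The settings that gave 0.12 or 0.13 kept the pseudocount of 1 RPM on the values as deposited, so the 0.12 rests on that choice.

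The median log2 ratio of Ewsr1 CKO over B6 (0.14) became −0.083 with equal medians, 0.11 without the sites below the lower quartile of the mean, 0.16 on autosomes and 0.0001 as a ratio of summed values. The last value follows from the nearly equal totals of the columns and the change on autosomes from leaving out the X. For Prdm9 het over B6 (−2.28) the values were 0.052 with equal totals, −0.045 with equal medians, −2.43 with a pseudocount of 0.1, −2.45 with no pseudocount, −2.31 without the weaker sites, −2.27 on autosomes and −2.50 for summed values. For Ewsr1 CKO over Prdm9 het (2.47) they were 0.13, −0.0023, 2.62, 2.63 and 2.50 with equal totals, equal medians, a pseudocount of 0.1, no pseudocount and summed values. Equalising totals or medians removes the difference in overall level by construction. The other shifts were small beside the interquartile ranges, and their cause was not tested.

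The share of DMC1 sites with an H3K4me3 site (54.6%) was 61.5% without the sites below the lower quartile and 68.2% among sites with a mean at or above the median. It was 54.5% when at least 50% of the shorter site had to be shared and 54.6% when sites were extended by 500 bp. Among the other values, the percent of sites that were lower moved beyond its interval in 7 of the recomputed cases and not in 11. The 11 include 3 cases with a pseudocount of 0.1 and 3 with none, and a pseudocount cannot change the sign of a ratio. The log2 ratio of a named site moved in 41 cases and not in 31. These cases include ratios with Prdm9 het, whose sampling error leaves out the Prdm9 het reads. Setting equal medians gave 3 of the 7 moves and 17 of the 41, and setting equal totals gave 2 and 12. Both rescale a whole column.

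No paired analysis was possible because the columns carry no replicate and no per-site test was made. For the same reason leaving out a replicate, fitting only the compared groups and a replicate term were not run. Input subtraction was not run since no input column was used, and the alternatives for H3K4me3 against B6 and for its relation to DMC1 change were not run since that change was not computed. Depth limits the Prdm9 het values in particular: its column has no known read number, so no sampling error was computed for its low sites.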

Other observations

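These patterns were noticed in the data and then tested on the same data, so each explanation is a hypothesis. The tests on the B6 column (on the X, at low Prdm9 het sites, near distal ends and at H3K4me3-rich sites) and on independent noise were chosen after the result was seen. Ratios are on columns scaled to equal totals, with a pseudocount of 0.1 RPM and relative to the median of autosomal or of X sites, except for the comparison of X with autosomes, which uses the values as deposited and a pseudocount of 1. The Prdm9 het column, unlike those of B6 and Ewsr1 CKO, lay on no common step and had a far lower sum, and whether its making affected single sites was not tested, which limits each test that uses it.

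The lower X values in Ewsr1 CKO over B6 and in Prdm9 het over B6 might follow from X sites being strong, since strong sites had lower ratios in Ewsr1 CKO. Against autosomal sites of like strength the X difference was −0.46 for Ewsr1 CKO and −0.67 for Prdm9 het, outside the ranges of the autosomes taken singly (−0.09 to 0.16 and −0.35 to 0.14), which argues against strength as the whole cause. A B6 column that alone is high on the X stays open. Ewsr1 CKO over Prdm9 het differed by 0.12 between X and autosomes, inside the range of single autosomes, 2 of which were higher. With no pseudocount this difference was 0.026 (permutation p = 0.454). A change in both mutants and a high X in the B6 preparation therefore cannot be told apart from these columns. A genotype effect on X breaks or their repair and a different mix of spermatocyte stages are also open and were not tested, because genotype and preparation coincide in single columns.

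Low Prdm9 het sites lay in runs. At 197 sites the Prdm9 het over B6 ratio was more than 1.5 log2 units below that median (their own median was −2.60). They formed 69 pairs of neighbouring sites, against at most 27 in 10000 shuffles within chromosomes (mean 13.6), so independent noise per site is unlikely as the source. Chromosome 14 held 64 of them among its 415 sites, chromosome 9 held 26 and chromosome 8 held 20, while chromosomes 1, 10 and 19 held 0. On chromosome 14 the windows 5 to 10, 10 to 15, 15 to 20 and 50 to 55 Mb had median ratios of −1.66, −2.30, −2.66 and −2.41. Ewsr1 CKO over B6 had a median of −0.13 at the 197 sites, which argues against a raised B6 value there (sharing B6 would itself pull this value below 0). Of the low sites, 43.7% were above the median B6 value, so weak sites near the floor of the assay do not account for all of them. Their median B6 value was 37.9 RPM, against 49.3 RPM over all sites. A floor effect at the weaker ones stays open, since the Prdm9 het depth is unknown. A candidate explanation is DNA of another strain around these sites in the Prdm9 het animals, where sequence differences could remove PRDM9 binding motifs or mapped reads. An equal number of the lowest Ewsr1 CKO sites, which reached up to a deviation of −0.81, formed 48 neighbouring pairs (at most 17 in shuffles). Runs alone are thus not special to Prdm9 het. These Ewsr1 CKO falls were milder, so this does not show that runs as deep as those of Prdm9 het occur in Ewsr1 CKO. No sequence or genotype data were used here, and the strain explanation stays open.

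Ewsr1 CKO over B6 varied regionally along chromosomes. The correlation between neighbouring sites was 0.43, against at most 0.04 in 1000 shuffles within chromosomes, so noise that is independent per site is unlikely to be the source. For Prdm9 het over B6, which shares the B6 column, it was 0.21, against at most 0.09 in shuffles. Correlation between neighbours was thus not special to Ewsr1 CKO. Sites within 10 Mb of the last listed site were lower by a median difference of −0.22, in 16 of 19 autosomes (two-sided exact sign test p = 0.0044, 1 of 6 such tests and not adjusted). Among 510 windows of 5 Mb with at least 6 sites, the lowest was on chromosome 16 at 95 to 100 Mb, with a median of −1.07, and the highest was on chromosome 1 at 110 to 115 Mb, with 1.14. Matching distal sites on strength left the difference at −0.22. Ewsr1 CKO over Prdm9 het was lower near the distal end in 15 of 19 autosomes (exact p = 0.019), which argues against a B6 column that alone is high there. Prdm9 het over B6 was lower in 13 of 19 (exact p = 0.167). Sites within 10 Mb of the first listed site showed a smaller difference in Ewsr1 CKO over B6 of −0.09 (−0.10 after matching), lower in 14 of 19 autosomes (exact p = 0.064). Prdm9 het over B6 was also lower at the proximal ends, by −0.15 (−0.18 after matching), in 14 of 19 autosomes (exact p = 0.064). Of these 14, chromosomes 8 and 9 were near 0 (−0.0007 and −0.0003). Chromosome 14, which held runs of low Prdm9 het sites, was at −1.79. Ewsr1 CKO over Prdm9 het went the other way at the proximal ends (0.05, lower in 7 of 19, exact p = 0.359), with 1.83 on chromosome 14. The argument against a high B6 column thus holds for the distal ends and not for the proximal ones. GC content and replication timing were not tested without a genome sequence and stay open, as does a regional effect of EWSR1 loss.

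On autosomes Ewsr1 CKO over B6 fell as Ewsr1 CKO H3K4me3 rose. Its median log2 ratio was 0.32 in the 10% of sites with the least H3K4me3 and −0.10 in the 10% with the most (pseudocount 1). The 875 sites with the most H3K4me3 differed from sites of like DMC1 strength by −0.22, with lower values in 19 of 19 autosomes, and from other sites of the same 5 Mb window by −0.20. Neither strength nor region is therefore likely to be the whole cause. Prdm9 het over B6 went the opposite way at these sites (0.31 after matching, higher in 18 of 19 autosomes), which argues against a B6 column that alone is high there. GC content was not tested and stays open. An Ewsr1-dependent change that is larger at H3K4me3-rich hotspots is a hypothesis that these columns cannot separate from GC bias of the Ewsr1 CKO libraries.

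A single X site, at 8710384 to 8712575, was chosen after its values were seen. DMC1 was 26.1 RPM in B6 and 0.982 RPM in Ewsr1 CKO and was listed at 0 in Prdm9 het, and H3K4me3 in Ewsr1 CKO was 0.0471 RPM, the lowest of all 9132 DMC1 sites. No biological or technical explanation was tested for it.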
